# Single cell RNA-sequencing data generated from mouse adipose tissue during the development of obesity

**DOI:** 10.1016/j.dib.2024.110119

**Published:** 2024-02-01

**Authors:** Zhimin Lu, Ling Ding, Xuewen Tian, Qinglu Wang

**Keywords:** Obesity development, Adipose tissue, Immune microenvironment, Inflammation

## Abstract

In recent years, the number of obesity has increased rapidly around the world, and it has become a major public health problem endangering global health [1]. Obesity is caused by excessive calorie intake over a long period of time, and high-fat diet (HFD) is one of the important predisposing factors [2], [3], [4]. Adipose tissue (AT) is an important immune and endocrine organ in the body, and plays an important role in the body [5]. Obesity leads to AT dysfunction, AT dilation and cell hypertrophy. Dysfunctional fat cells are the main source of pro-inflammatory cytokines, which aggravate low-grade systemic inflammation and further promote the development of obesity-related diseases [6], [7], [8]. However, whether AT releases pro-inflammatory cytokines in the early stages of obesity development remains unknown. The AT microenvironment is composed of a variety of cells, including fat cells, immune cells, fibroblasts, and endothelial cells. The immune microenvironment (TIME) and its metabolic imbalance can lead to the secretion or regulation of related hormones, which causes inflammation AT [9]. TIME is very important for maintaining AT homeostasis, which is crucial for the occurrence of obesity [10,11]. This data use single-cell RNA sequencing (sNuc-Seq) to analyze the characteristics of TIME changes in the mouse epididymal adipose tissue during the development of obesity, and the changes of cell types and genes in the tissue.

Specifications Table

**Table:** 

Subject	Biology
Specific subject area	Single nucleus transcriptome sequencing, Molecular Biology, Cell Biology, mouse epididymal adipose tissue.
Data format	Raw, controlled transcriptome sequencing data
Type of data	Table, Image, Chart, Graph, Figure
Data collection	The 10x Genomics platform uses microfluidic technology to enclose the bead and cells with Cell Barcode in the droplet, collect the droplet containing cells, and then split the cells in the droplet, so that the mRNA in the Cell is connected with the Cell Barcode above the bead. Single Cell GEMs are formed, reverse transcription reaction is performed in the droplet, cDNA library is constructed, and sample source of target sequence is distinguished by sample index on the library sequence.
Data source location	Shandong Sport University, Jinan, Shangdong, China
Data accessibility	Repository name: GEO NCBI Data identification number: GSE235469 Direct URL to data: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE235469

## 1 Value of the Data

• These single cell RNA-sequencing profiles, obtained from the epididymal adipose tissue during the development of mouse obesity, which can explain the cell types and gene changes in the epididymal adipose tissue during the development of mouse obesity.
• The exploration of these data will provide molecular insights into the changes in adipose tissue microenvironment triggered by obesity, clarify the stage of adipose tissue inflammation and the mechanism of adipose tissue neuron apoptosis, which will be useful for researchers studying the occurrence and development of adipose tissue inflammation caused by obesity.
• These data can be further analyzed to better understand the regulatory mechanism of “fibroblast-neutrophil-macrophage-neuron” crosstalk in adipose tissue and guide the treatment of obesity and complications.

## 2 Objective

The Objective of this study was to analyze the internal mechanism of adipose tissue changes during obesity formation by single cell sequencing, to provide theoretical support for the treatment of obesity and its complications, and to provide help for relevant researchers.

## 3 Data Description

This dataset contains data of mouse epididymal adipose tissue during the development of obesity, including data at three stages: before obesity (Ctrl group), during obesity development (Mid_Ob group), and during obesity formation (Ob group) (Fig. 1). 

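Gene expression was read from 3 libraries of nuclei from mouse epididymal fat, 1 for each stage. Ctrl mice ate the ordinary diet, and Mid_Ob and Ob mice ate a diet with 60% fat. Fig. 1 places the stages at weeks 5, 7 and 9 (whether of age or of diet is not stated), and by the paper's criteria body weight lay over 10% (Mid_Ob) and over 20% (Ob) above the control mean. Each library pooled the fat of 8 mice before sequencing, so a difference between stages has no replicate check, and no test between stages was made. The authors deposited, for each library, a Cell Ranger table of mean counts per gene and cluster, from which the whole counts of UMIs (single transcript molecules) were recovered. Counts were summed over a library or over the clusters of a cell class and divided by the sum of all UMIs, as CPM, counts scaled to one common total. Ratios between stages are given with 95% intervals in parentheses, which cover counting error only. A gene is called higher or lower when the ratio exceeds 1.5-fold, the paper's threshold, with at least 50 counts in the pair of libraries. The median log2 ratio of each gene list was ranked among 10000 random lists matched on expression. The gene lists, cell type markers and the limits on fold and counts for genes were set before the data were examined, but after Fig. 6 had been seen, while the limits for marker counts and the name of each cluster were set afterwards. Over all such genes the median log2 ratio was -0.16 for Mid_Ob over Ctrl, -0.09 for Ob over Mid_Ob and -0.35 for Ob over Ctrl at the library level, and -0.12 for Ob over Ctrl in adipocyte-like clusters, and the ratios are given without correction for this shift. Free RNA and doublets are not excluded, since the tables cover nuclei kept by Cell Ranger. In Ob these include nuclei that the paper's later filter of less than 5% mitochondrial UMI removes, as 2 whole clusters stood at 8.39% and 6.18%. For Ctrl and Mid_Ob, and for the removal of doublets, the sources used here do not say whether it was applied.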

Table 1 described the data storage location. Table 2 shows the genome sequencing data of mouse epididymal adipose tissue. This analysis completed single-cell transcriptome sequencing of 3 samples, and the number of high-quality Cell Ranger cells in each sample was distributed in the range of 5021–14,621 for quantitative quality control. 

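Transcripts of red blood cells and of mitochondria were most abundant in the Ob library. Hemoglobin genes, which encode the oxygen carrier of red blood cells, made up 0.0542% of UMIs in Ob, 0.00461% in Ctrl and 0.0032% in Mid_Ob. Transcripts encoded by the mitochondrial genome made up 0.472% (0.471 to 0.473) in Ob, 0.343% (0.342 to 0.345) in Mid_Ob and 0.220% (0.219 to 0.221) in Ctrl. The mitochondrial share was uneven between clusters, at 8.39% in cluster 18 and 6.18% in cluster 13 of Ob, 2.98% in cluster 5 of Mid_Ob and 1.85% in cluster 1 of Ctrl. These 4 clusters carried markers of many cell types at once and were given no name. The recovered counts came to 53980929 UMIs in Ctrl, 57665213 in Mid_Ob and 111595518 in Ob, with medians of 4472, 6676 and 3946 UMIs per nucleus.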

After quality control such as double cell, multicellular and apoptotic cells were eliminated, Finally, the number of cells obtained was distributed in the range of 4442–11,672, the average UMI number in each cell was distributed in the range of 6230–10,619, the average gene number in each cell was distributed in the range of 2480–3449, the average mitochondrial UMI ratio in each cell was distributed in the range of 0.0030–0.0050. Table 3 shows the list of accession number of epididymal adipose tissue in mouse in GEO database.

**Fig. 1:**
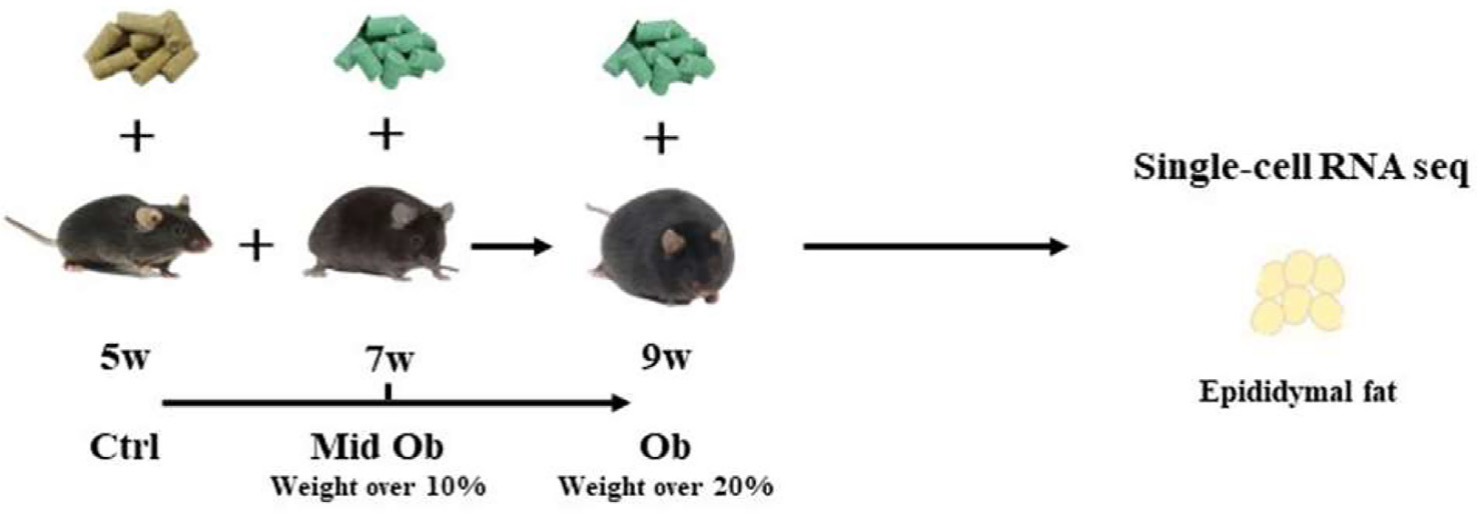
Establishment of obese mouse model.

**Table 1:** Data storage location.

Item	Raw file	Processed data file
Ctrl	OES216806150B-01_S1_L001_R1_001.fastq OES216806150B-01_S1_L001_R2_001.fastq	Ctrl differential_expression.xlsx
Mid_Ob	OES217064150B-01_S1_L001_R1_001.fastq OES217064150B-01_S1_L001_R2_001.fastq	Mid_Ob differential_expression.xlsx
Ob	OES216807150B-01_S1_L001_R1_001.fastq OES216807150B-01_S1_L001_R2_001.fastq	Ob differential_expression.xlsx

**Table 2:** Single nucleus transcriptome sequencing results of epididymal adipose tissue of 3 groups.

Item	Value
Coverage (×)	10 ×
High-quality cell number distribution after quality control	5021–14,621
The final number of cells obtained	4442–11,672
The average UMI in each cell	6230–10,619
The average number of genes in each cell	2480–3449
Average mitochondrial UMI distribution in each cell	0.030–0.050

**Table 3:** List of accession number of epididymal adipose tissue in mouse in GEO database.

Sample	Type	Treatment	Geo accession number
Ctrl	Adipose tissue	General diet	GSM7502687
Mid_Ob	Adipose tissue	High fat diet	GSM7502688
Ob	Adipose tissue	High fat diet	GSM7502689

## 3 Experimental Design, Materials and Methods

All animal experiments were approved by the Animal Ethics Committee of Shandong Physical Education University. The 5-week-old C57BL/6J male mice were purchased from Jiangsu Huachennuo Medical Technology Co., LTD., and domesticated for 1 week in SPF facilities. The mice were maintained in a temperature-controlled (25°C) facility with a 12-h light/dark cycle. Mice in the control group were fed ordinary diet, and mice in the high-fat diet group were fed 60% high-fat diet. The mice were weighed at a fixed time each week. Normal mice (Ctrl group), during obesity (Mid_Ob group) and after obesity (Ob group) were selected, 8 mice in each group. The criterion for judging the success of Mid_Ob group modeling is that its body weight exceeds 10% of the average body weight of the control group, and the criterion for judging the success of Ob modeling is that its body weight exceeds 20% of the average body weight of the control group [12]. Serum total cholesterol (TC), triglyceride (TG), low density lipoprotein (LDL-C) and high density lipoprotein (HDL-C) C57BL/6J male mice were detected by Elisa method every week. The experimental animals were prohibited from drinking water 12 h before sampling. The mice were injected with peritoneal anesthesia with 3% concentration of pentobarbital sodium according to 1 ml/kg of body weight, and the neck was removed after taking blood from orbit. The abdominal cavity of the mice was opened, the liver was removed, and the epididymal fat was removed with tweezers. Adipose tissue was removed and blood stains were rinsed with 0.9% saline. Eight pieces of subcutaneous adipose tissue and periepididymal adipose tissue (about 300 mg each) were selected from each group and put into a fixed bottle containing 4% paraformaldehyde for histological fixation. The remaining adipose tissue was cut and divided into a labeled 2 ml cryopreservation tube (Thermo, external rotating cryopreservation tube 375418, USA), and immediately frozen in liquid nitrogen. After sampling, the samples were transferred to the −80 °C refrigerator for single-cell sequencing. We mixed the parepididymal adipose tissue of 8 mice from each group into a tube for single-cell sequencing to avoid some errors caused by the experimental process.

The single Cell sequencing process is as follows: (1) Raw data quality assessment (2) Quantitative quality control of Cell Ranger gene: Cell Ranger, the official software of 10x genomics, was used for sample quality control, and STAR [13] software was integrated in it. Reads were compared to the reference genome to obtain quality control results such as the number of high-quality cells, number of genes and genome comparison rate in the original data. Thus the quality of each sample is evaluated. (3) Quantitative post-quality control: Based on the preliminary quality control of Cell Ranger, further quality control of experimental data was carried out, and the data of multicellular, double-cell or uncombined upper cell were eliminated for downstream analysis. The quality control standards in this study are: Cells with more than 200 retained genes, more than 1000 UMI, more than 0.7 log10GenesPerUMI, less than 5% mitochondrial UMI, and less than 5% red blood cell genes were treated as high-quality cells and then double-cell removal was performed using DoubletFinder software [14]. Perform downstream analysis. (4) Standardized treatment of gene expression. Cell heterogeneity analysis: dimensionality reduction clustering, Marker gene identification, cell type identification, cell subsets and other downstream personalized analysis. ⑥ Gene expression analysis: differential gene analysis, differential gene enrichment analysis and other downstream personalized analysis. Fig 2 shows the main flow diagram of data acquisition. 

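Within each library the nuclei had been grouped separately, into 14 clusters in Ctrl, 11 in Mid_Ob and 21 in Ob, and each cluster was named here by its marker genes. Cluster 2 of Ctrl, cluster 1 of Mid_Ob and clusters 4, 5 and 7 of Ob were adipocyte-like. In the authors' deposited table, Adrb3, the beta-3 adrenergic receptor, stood at a log2 of 3.34 in cluster 2 of Ctrl over the other nuclei, and Cidec, a lipid droplet protein, at 3.23. Clusters 9 and 11 of Ctrl, 4 of Mid_Ob and 1, 2, 3, 11, 14 and 20 of Ob were macrophage-like. Among their leading genes in the authors' deposited table were Adgre1, which encodes the macrophage surface protein F4/80, at 3.15 in cluster 9 of Ctrl, and F13a1, a coagulation factor made by resident macrophages, at 4.51 in cluster 4 of Mid_Ob. Clusters 3 and 5 of Ctrl, 6 of Mid_Ob and 12 of Ob were mesothelial-like, with markers of a lining layer. Cluster 8 of Mid_Ob and clusters 8 and 19 of Ob were fibroblast or progenitor-like, with Pi16, a marker of adipose progenitors, at 5.11 in the authors' deposited table for Mid_Ob. Endothelial-like clusters were 9 of Mid_Ob and 16 and 21 of Ob, the last with the lymphatic genes Prox1 and Flt4. Cluster 10 of Ctrl, 10 of Mid_Ob and 15 of Ob were lymphocyte-like, with the T cell genes Themis, Cd3g and Lck among their leading genes, in that order. A marker counted when it lay over 2-fold above the median of the other clusters with at least 10 counts, a limit chosen after the data were seen, and a name needed at least 3 markers and leading genes that did not speak against it. These names are rebuilt and can differ from the study's own. Clusters 1 and 2 of Ob had 6 and 3 of the 14 macrophage markers over 2-fold.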

Adipose tissue was divided into 18 cell subsets by the reduced-dimension cluster analysis, different colors in the diagram represent different subpopulations of cells (Fig. 3). 

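Adipocyte-like clusters held the largest part of the UMIs among adipose classes at each stage, and macrophage-like clusters came next in Mid_Ob and Ob. Adipocyte-like clusters, with the lipid-storing cells, made up 25.2% of UMIs in Ctrl, 46.9% in Mid_Ob and 55.4% in Ob. Macrophage-like clusters made up 8.85%, 6.15% and 19.6%. Mesothelial-like clusters held 10.4% in Ctrl, 4.05% in Mid_Ob and 2.48% in Ob, and whether they cover the fat pad or another organ was not tested. Fibroblast or progenitor-like clusters, cells that make matrix and give rise to fat cells, held 2.67% in Mid_Ob and 7.97% in Ob. Sema3e and Pi16 were among the leading genes of cluster 8 of Mid_Ob, and Nox4 and Gpc6 among those of clusters 8 and 19 of Ob. Col14a1 was shared by cluster 8 of Mid_Ob and cluster 19 of Ob. Unnamed cluster 9 of Ob (1.67%) also had Sema3e. Whether these clusters hold the same kind of cell was not tested. Ctrl had no fibroblast or progenitor-like cluster. Its cluster 4, with 5.16% of UMIs, carried all fibroblast and all endothelial markers together and stayed unnamed. Of the fibroblast marker transcripts in Ctrl, 26.1% lay in unnamed clusters, 23.8% in mesothelial-like and 23.5% in adipocyte-like clusters. Endothelial-like clusters, of blood and lymph vessels, held 3.20% in Mid_Ob and 0.678% in Ob, and lymphocyte-like clusters 1.18%, 0.969% and 0.668% in Ctrl, Mid_Ob and Ob. Unnamed clusters held 7.32%, 5.83% and 13.2%, and they stay in where only testis and epididymis clusters are left out. Among them, cluster 11 of Mid_Ob (2.30%) and cluster 17 of Ob (1.64%) shared the leading genes Cdr1os and 4833427G06Rik. C230072F16Rik was a leading gene of cluster 17 of Ob and of epididymal epithelium-like cluster 8 of Ctrl. Cluster 7 of Mid_Ob (2.72%) was led by Tinag and Kl. The tissue of these clusters was not tested. Counting intervals are narrow, 0.676% to 0.679% for the endothelial-like share of Ob, and leave out differences between mice. These are shares of UMIs, not of nuclei, so a class with much RNA per nucleus weighs more. Outside the testis and epididymis clusters, the macrophage-like share was 16.7% in Ctrl and 8.82% in Mid_Ob, and the adipocyte-like share 47.6% and 67.2%, so that Mid_Ob then lay above the 55.4% of Ob. With cluster 5 of Ob not counted as adipocyte-like, a choice made after the data were seen, the adipocyte-like share of Ob was 22.8%. Here the UMIs of cluster 5 stayed in the total. Adipocyte markers stood at 23252 CPM in cluster 5, 36397 in cluster 4, 37822 in cluster 7 and 2861 in macrophage-like clusters. The paper reads from Fig. 4 that fibroblasts and macrophages form a large part of the cells, and from this proposes, as a speculation, a key part for them as obesity develops.

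**Figure D1:**
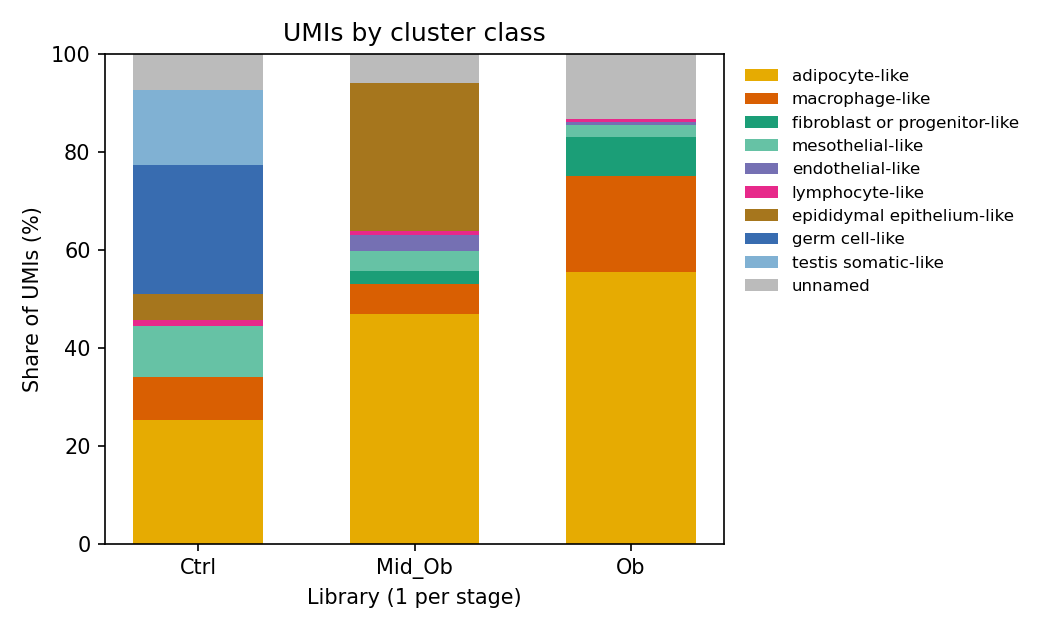
Share of UMIs by cluster class in the Ctrl, Mid_Ob and Ob libraries, 1 library per stage, with classes named from marker genes.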

Adipose tissue has been identified as seven cell types, with different colors representing different cell types (Fig. 4), from the figure, we can see that fibroblasts and macrophages account for a large proportion, so we speculate that they play a key role in the development of adipose tissue obesity. 

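The Ctrl library held many transcripts of testis beside those of fat. Clusters 7, 12, 13 and 14 were germ cell-like, with 7.95%, 0.855%, 15.1% and 2.42% of its UMIs, and cluster 6 was testis somatic-like, with 15.4%. Prm1, a protamine that packs the DNA of sperm, had 13637, 181 and 38 counts in Ctrl, Mid_Ob and Ob. Sycp1, part of the synaptonemal complex of meiosis, had 14366, 24 and 11, and Cyp17a1, a steroid-making enzyme of Leydig cells, had 729, 62 and 4. The spermatid marker list summed to 52210 UMIs in Ctrl, against 1573 in Mid_Ob and 1606 in Ob, and 57.3% of the Ctrl sum lay in the germ cell-like clusters. Cluster 8 was epididymal epithelium-like, with 5.32% of UMIs. In the authors' deposited table Crisp1, a secreted protein of the epididymal duct, stood at a log2 of 5.65 there. The macrophage-like clusters differed from each other. Gpnmb, a glycoprotein of lipid-laden macrophages, stood at 1461 CPM in cluster 11 and 459 in cluster 9, Mmp12, the macrophage elastase, at 1449 and 324, and Cd163, the hemoglobin scavenger receptor of resident macrophages, at 549 and 312. These clusters held 4.21% and 4.64% of UMIs.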

The dimensionality reduction clustering diagram of GSM7502687 is shown in Figs. 3a and 4a. The dimensionality reduction clustering diagram of GSM7502688 is shown in Figs. 3b and 4b. 

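The Mid_Ob library held many transcripts of the epididymal duct. Its clusters 2 and 3 were epididymal epithelium-like, with 13.4% and 16.9% of UMIs. The epididymal marker list, with lipocalins such as Lcn6 and Lcn10 and the RNase-like Rnase9, summed to 477952 UMIs in Mid_Ob, against 15280 in Ctrl and 10389 in Ob. Of the Mid_Ob sum, 74.1% lay in the epididymal epithelium-like clusters and 17.1% in the adipocyte-like cluster. These genes stood at 20299 CPM in clusters 2 and 3 and at 2167 to 3525 CPM in the 6 other named classes of the library. Cluster 4, the only macrophage-like cluster, had Gpnmb at 324 CPM, Mmp12 at 170.1 CPM and Cd163 at 332 CPM. Trem2, a lipid-sensing receptor of macrophages, stood at 31.6 CPM there.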

The dimensionality reduction clustering diagram of GSM7502689 is shown in Figs. 3c and 4c. 

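The Ob library held 6 macrophage-like clusters, and genes of lipid-laden and of resident macrophages were highest in different ones. Gpnmb stood at 3190 CPM in cluster 2, 1337 in cluster 1 and 664 in cluster 3, against 57.9 in cluster 20. Mmp12 followed the same order, at 2452, 1120, 502 and 46.2. Cd163 was highest in cluster 20, at 1180 CPM, followed by cluster 11 at 460, cluster 14 at 234 and cluster 3 at 144, and stood at 21 in cluster 1 and 9.53 in cluster 2. Clusters 1, 2 and 3 held 3.62%, 6.39% and 6.20% of UMIs, and clusters 11, 14 and 20 held 1.37%, 0.464% and 1.53%. In the authors' deposited table, Ccr2, the receptor that draws monocytes to Ccl2, stood at a log2 of 2.15 in cluster 14, and Lyve1, a hyaluronan receptor of vessel-associated macrophages, at 4.38 in cluster 20. Cluster 10, with 4.25% of UMIs, was led by genes of dividing cells, with Mki67 at 4.22 and the DNA topoisomerase Top2a at 4.15 in the authors' deposited table. Adipocyte-like cluster 5 held 32.6% of UMIs and macrophage markers at 2751 CPM, against 592 in cluster 4 and 598 in cluster 7, the other adipocyte-like clusters, and 7257 in the macrophage-like clusters.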

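Mid_Ob against Ctrl, each summed over its whole library, differed most in genes of the testis and the epididymis. All 17 epididymal epithelium markers were higher in Mid_Ob (median log2 ratio 7.43, above all random lists). The study drew 7 of them in Fig. 6 from these libraries, and 4 of the 15 spermatid markers, and the other 10 and 11 went the same way. Lcn10 was higher by 675-fold (289 to 2081) and Defb18, a defensin of the duct, by 1524-fold (273 to 60231), with 1 count in Ctrl. All 15 spermatid markers were lower (-6.01, below all), as were 9 of 10 spermatocyte markers (-5.42), 7 of 8 Leydig markers (-6.12) and 5 of 7 Sertoli markers (-4.58, with 1 higher). Among lists of cell types also found in fat, mesothelial markers were lower for 10 of 12 (-1.06, above 0.01%), and pericyte and smooth muscle markers higher for 7 of 10 (1.35, above 99.98%). From which organ these transcripts came was not tested. Adipocyte markers were higher for 9 of 16 and lower for 0 (0.64, above all). Of 17 genes of fatty acid and triglyceride synthesis, 9 were higher and 2 lower (0.68, above all), a shift about as large as that of the adipocyte markers. Without the testis and epididymis clusters these medians were 0.74 and 0.47. Then 9 synthesis genes were higher and 1 lower, and 5 adipocyte markers were higher and 1 lower. Elovl6, which lengthens fatty acids, was higher by 10.5-fold (10.1 to 11.0) and Acly, which makes acetyl-CoA for lipid synthesis, by 5.68-fold (5.48 to 5.89). Of 17 cytokines and chemokines, 9 were higher and 2 lower (0.77, above 99.99% of random lists), with the monocyte attractants Ccl7 higher by 4.72-fold (3.41 to 6.68) and Ccl2 by 2.45-fold (2.04 to 2.96). T cell markers rose about as much, with 7 of 13 higher and 1 lower (0.66, above 99.72%), and immediate early and heat shock genes were higher for 4 of 11 and lower for 1 (0.40, above 97.35%). Lep, the satiety hormone of fat, was higher by 3.37-fold (3.26 to 3.49). Of 15 lipid-associated macrophage genes, 1 was higher and 5 lower (-0.25, above 8.26%). Of 21 lysosome genes 2 were higher and 9 lower (-0.33, above 1.3%). General macrophage markers moved about as much, with 1 of 14 higher and 3 lower (-0.28, above 4.99%). Without the testis and epididymis clusters, 9 chemokines (0.73), 2 T cell markers (0.52) and 3 immediate early and heat shock genes (-0.054) were higher. Then 11 lysosome genes were lower (-0.62), and no lipid-associated macrophage gene was higher and 9 were lower. Transcripts of these organs remained in the other clusters. There all 17 epididymal markers were still higher (6.89) and all 15 spermatid markers still lower (-5.55). With the median of gene ratios as the scaling 5 lipid-associated macrophage genes were higher. Other lists fell about as much when the testis and epididymis clusters were left out. Of 14 general macrophage markers 0 were higher and 7 lower (-0.58, above 0.01%). Of 12 resident macrophage genes 0 were higher and 6 lower (-0.57, above 0.21%). Of 14 fibroblast or adipose progenitor markers 1 was higher and 9 were lower (-0.75, below all).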

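Ob against Mid_Ob, again over whole libraries, was higher in genes of lipid-laden macrophages, chemokines and lysosomes and lower in genes of fat synthesis. Of 15 lipid-associated macrophage genes 14 were higher and 0 lower (median log2 ratio 2.08, above all random lists). As 8 of the 15 are also drawn in Fig. 6b, which had been seen when the list was set, the examples are from the other 7, of which 6 were higher and 0 lower (1.54, above all). General macrophage markers rose as well, with 12 of 14 higher and 0 lower (1.54, above all). Trem2 was higher by 8.59-fold (7.68 to 9.64) and Fabp5, a fatty acid carrier, by 6.82-fold (6.32 to 7.38). Of 12 resident macrophage genes 10 were higher (0.83, above 99.97%). Of 21 lysosome genes 15 were higher (1.35, above all), with the cathepsin Ctsk at 7.48-fold (6.68 to 8.39). Of 19 cytokines and chemokines 15 were higher and 0 lower (1.49, above all). Immediate early and heat shock genes, which also respond to tissue handling, rose less, for 4 of 11 with 1 lower (0.53, above 99.31%). With the testis and epididymis clusters left out, 5 of these were higher and 1 lower (0.47, above 99.27%). Of 25 matrix genes 15 were higher and 1 lower (0.70, above 99.99%), with Postn, a matrix protein of tissue repair, at 5.36-fold (5.03 to 5.71). Fibroblast or adipose progenitor markers rose about as much, with 8 of 14 higher and 1 lower (0.64, above 99.9%). Within fibroblast or progenitor-like clusters 7 matrix genes were higher and 4 lower (0.11, above 86.7%). Genes of fatty acid and triglyceride synthesis went the other way, with 0 of 17 higher and 10 lower (-0.70, below all). Elovl6 was lower by 14.7-fold (14.2 to 15.3), Acly by 7.60-fold (7.37 to 7.83) and Fasn, the fatty acid synthase, by 3.99-fold (3.85 to 4.13). All 17 epididymal markers were lower (-11.39, below all). Adipocyte markers were higher for 6 of 16 and lower for 1 (0.13, above 72.01%). With the testis and epididymis clusters left out, 3 adipocyte markers were higher and 5 lower (-0.33, above 0.31%). Without the testis and epididymis clusters, 13 lipid-associated and 6 resident macrophage, 15 lysosome, 15 chemokine and 12 matrix genes were higher (1.74, 0.58, 1.24, 1.47 and 0.39), 12 synthesis genes were lower (-1.04), and macrophage and fibroblast markers had medians of 1.25 and 0.35.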

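Between the first and the last stage, Ob against Ctrl over whole libraries, chemokine, matrix and lipid droplet genes were higher, and so were the markers of adipocytes, for 10 of 16 with 1 lower (1.05, above all), and of macrophages, for 12 of 14 (1.41, above all). Of 19 cytokines and chemokines 16 were higher and 1 lower (median log2 ratio 2.33, above all random lists). Ccl7 was higher by 27.1-fold (20.1 to 37.4), the neutrophil attractant Cxcl1 by 15.6-fold (11.4 to 22.1), Ccl2 by 13.0-fold (11.1 to 15.3) and Tnf, the inflammatory cytokine, by 7.89-fold (5.93 to 10.7), while the ratio for Il1b was 0.937 (0.709 to 1.25). Of 15 lipid-associated macrophage genes 14 were higher (1.53, above all), and 6 of the 7 outside Fig. 6 (1.30, above 99.98%), with Fabp5 at 11.0-fold (9.94 to 12.1). Of 25 matrix genes 20 were higher and 1 lower (0.97, above all), with Timp1, an inhibitor of matrix proteases, at 10.8-fold (8.13 to 14.7) and Col1a1, a chain of collagen I, at 3.84-fold (3.66 to 4.04). Of 13 lipid droplet and lipolysis genes 10 were higher and 1 lower (0.93, above 99.89%), with Pnpla2, the first lipase of stored fat, at 3.30-fold (3.14 to 3.48), while in adipocyte-like clusters 4 of 12 were higher and 0 lower (0.35, above 98.08%). Clusters named for testis or epididymis held 47.0% of UMIs in Ctrl, and none was named so in Ob, where the tissue of unnamed cluster 17 was not tested. Without the testis and epididymis clusters 15 chemokine, 12 lipid-associated macrophage, 10 matrix and 6 lipid droplet genes were higher, with medians of 1.83, 0.94, 0.42 and 0.52. The medians of adipocyte and macrophage markers were then 0.40 and 0.78. Fibroblast or adipose progenitor markers were then higher for 2 of 14 and lower for 7 (-0.49, above 0.17%). Over whole libraries they were higher for 5 and lower for 3 (-0.01, above 41.44%). Of 17 genes of fatty acid and triglyceride synthesis 2 were higher and 5 lower (-0.38, above 1.43%). With the median of gene ratios as the scaling, 4 were higher and 2 lower, and without the testis and epididymis clusters 1 and 8. The immediate early and heat shock genes, which respond fast to stimuli and to tissue handling, were higher for 7 of 11 and lower for 2 (1.89, above all), with the transcription factor Egr1 at 10.2-fold (8.87 to 11.8), and for 6 without those clusters (1.54). All 15 spermatid markers were lower (-8.66, below all), and so were all 12 mesothelial markers (-1.74, below all).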

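Within macrophage-like clusters, some genes of lipid-laden macrophages were lower in Mid_Ob than in Ctrl, and most were higher in Ob than in Mid_Ob. Whether macrophages of the testis or epididymis lie in these clusters was not tested. Of 15 lipid-associated macrophage genes, 0 were higher and 6 lower in Mid_Ob over Ctrl (median log2 ratio -0.44, below all random lists), and 14 were higher and 0 lower in Ob over Mid_Ob (1.43, above all). The study chose 8 of them for Fig. 6b on these libraries, Gpnmb and Mmp12 among them. Of the other 7, 0 were higher and 2 lower in Mid_Ob over Ctrl (-0.35, above 2.08%), 6 higher and 0 lower in Ob over Mid_Ob (0.90, above 99.98%) and 3 higher and 0 lower in Ob over Ctrl (0.55, above 99.4%). Gpnmb was lower by 2.89-fold (2.71 to 3.09) and then higher by 4.69-fold (4.42 to 4.98), Mmp12 lower by 5.06-fold (4.64 to 5.52) and then higher by 6.95-fold (6.41 to 7.54). Trem2, outside Fig. 6, was lower by 1.58-fold (1.26 to 1.99) and then higher by 3.58-fold (2.96 to 4.37). The first step rests on cluster 11 of Ctrl, without which 1 was higher and 2 lower, with Trem2 at a log2 ratio of 0.018, while without cluster 9 of Ctrl 10 were lower. In Ob over Ctrl 9 were higher and 0 lower (0.76, above all). Without cluster 2 of Ob 5 were higher and 2 lower, with Gpnmb at 0.70 before and -0.40 after, and without cluster 9 or 11 of Ctrl 5 or 15 were higher. Resident macrophage genes stayed within 1.5-fold from Ctrl to Mid_Ob for all 12 (-0.01), though 4 were higher without cluster 11 of Ctrl and 4 lower without cluster 9, and 9 were lower in Ob over Mid_Ob (-0.91, below all) and 7 in Ob over Ctrl (-0.78, above 0.01%). Timd4, a receptor for dying cells, was lower by 5.74-fold (4.80 to 6.85) and Lyve1 by 1.78-fold (1.54 to 2.05) in Ob over Mid_Ob. These counts of lower genes were 3 and 3 without cluster 2 of Ob and 1 and 2 with every cluster weighted equally, where Lyve1 stood at 0.16, and the count in Ob over Ctrl was 11 without cluster 9 of Ctrl and 3 without cluster 11. Of 21 lysosome genes 12 were higher in Ob over Mid_Ob (0.78, above all), with Ctsk at 5.35-fold (4.18 to 6.96). With the genes drawn in Fig. 6 included, neither step was limited to macrophage-like clusters. In Mid_Ob over Ctrl, lipid-associated genes were lower for 4 of 14 and higher for 2 in adipocyte-like clusters (-0.31, above 2.16%). In mesothelial-like clusters 4 of 13 were lower and 1 was higher (-0.28, above 0.44%). Without the genes drawn in Fig. 6 little of this fall remained in these classes. Of 6 genes 1 was higher and 1 lower in adipocyte-like clusters (0.06, above 73.12%). Of 5 genes 0 were higher and 1 was lower in mesothelial-like clusters (-0.07, above 38.84%). The rises in Ob over Mid_Ob were seen in other classes too. In adipocyte-like, mesothelial-like and fibroblast or progenitor-like clusters, 13, 15 and 14 of 21 lysosome genes were higher in Ob over Mid_Ob (0.87, 1.00 and 1.03). The medians of lipid-associated genes there were 1.60, 2.05 and 2.24. Resident macrophage genes, lower within macrophage-like clusters, rose in these classes too, for 10 of 12, 5 of 5 and 9 of 10 (1.12, 1.82 and 1.63). In adipocyte-like clusters the log2 ratios of Cd163 (1.17 to -1.25), F13a1 (1.06 to -1.57) and Mrc1 (1.25 to -1.23) reversed without cluster 5 of Ob. Cd209f, Lyve1, Stab1 and Vsig4 reversed there too. In fibroblast or progenitor-like clusters F13a1, Mrc1 and Stab1 reversed without cluster 19 of Ob. Macrophage RNA in these classes was not separated from their own. Of 17 cytokines and chemokines 11 were higher and 3 lower in Ob over Ctrl (0.84, above all), with Tnf at 4.30-fold (2.77 to 7.02), and Il1b lower by 6.05-fold (3.60 to 10.3). Immediate early and heat shock genes rose with them, for 6 of 10 with 1 lower (1.04, above all).

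**Figure D2:**
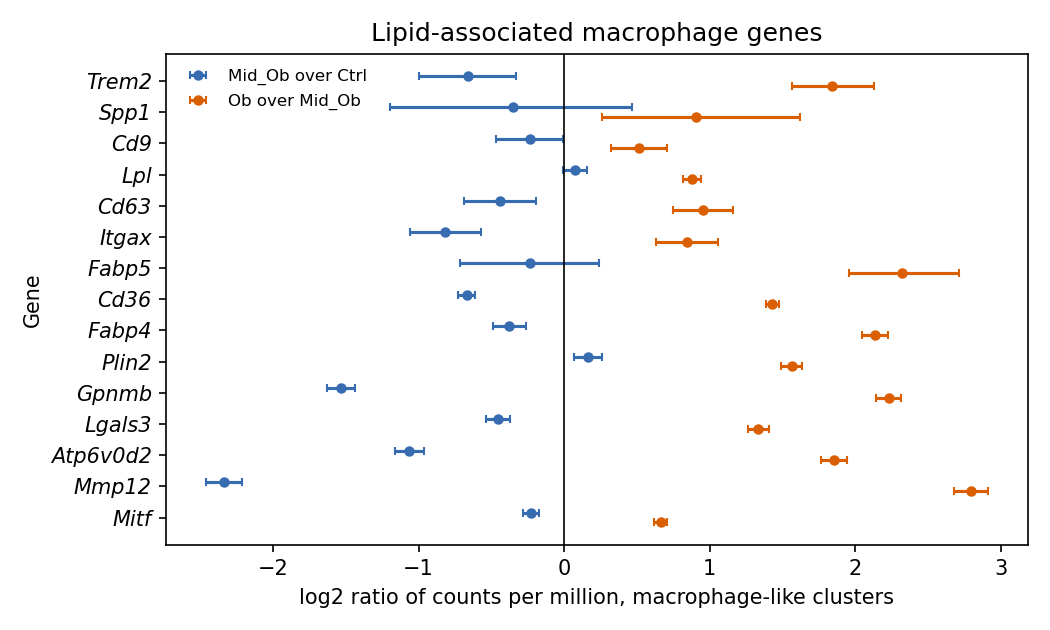
Log2 ratios of 15 lipid-associated macrophage genes, 8 of them drawn in Fig. 6b, in macrophage-like clusters, Mid_Ob over Ctrl (blue) and Ob over Mid_Ob (orange), with 95% counting intervals, 1 library per stage.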

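Within adipocyte-like clusters, genes of fat synthesis were higher in Mid_Ob than in Ctrl and lower in Ob than in either. Of 17 such genes, 8 were higher and 4 lower in Mid_Ob over Ctrl (median log2 ratio 0.52, above all random lists), 0 higher and 12 lower in Ob over Mid_Ob (-0.97, below all), and 1 higher and 10 lower in Ob over Ctrl (-0.93, below all). Elovl6 was higher by 4.24-fold (3.91 to 4.60) and then lower by 9.34-fold (8.80 to 9.92), and Acly higher by 3.83-fold (3.62 to 4.04) and then lower by 7.99-fold (7.68 to 8.32). Fasn was lower by 5.35-fold (5.13 to 5.58) in Ob over Mid_Ob, and Mlxipl, the sugar-sensing transcription factor ChREBP, by 3.24-fold (3.15 to 3.33) in Ob over Ctrl. In Ob over Mid_Ob the same list was also lower in other classes, for 9 of 17 genes in macrophage-like and in mesothelial-like clusters and 10 of 17 in fibroblast or progenitor-like clusters. Of 8 adipokines 2 were higher and 4 lower in Ob over Mid_Ob (-0.64, above 0.01%). Lep was higher by 2.33-fold (2.24 to 2.42) in Mid_Ob over Ctrl and lower by 1.94-fold (1.90 to 1.98) in Ob over Mid_Ob, where Adipoq, the insulin-sensitizing hormone adiponectin, was higher by 1.93-fold (1.84 to 2.02). Of 10 cytokines and chemokines, 7 were higher and 1 lower in Mid_Ob over Ctrl (1.16, above 99.97%), with Ccl2 at 7.75-fold (4.43 to 14.8). Of 17, 16 were higher and 1 lower in Ob over Ctrl (2.63, above all), with Saa3, an acute phase protein, at 10.1-fold (6.93 to 15.2). Immediate early and heat shock genes, which also respond to tissue handling, rose with them, for 6 of 11 with 2 lower (1.92, above all). Part of this rests on cluster 5 of Ob, which also held macrophage transcripts. Without it 10 cytokines and chemokines were higher in Ob over Ctrl, while among lipid-associated macrophage genes, 13 of 15 higher with it (1.51) and 5 of the 7 outside Fig. 6, Gpnmb went from 1.51 to -1.10 and Atp6v0d2 from 1.74 to -1.05. At 500 counts or more 1 chemokine was higher in Mid_Ob over Ctrl and 8 in Ob over Ctrl.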

Table 4 is statistical table of differentially expressed genes.String_protein-protein-interaction *(p<0.05, FC>1.5*) was shown in Fig. 6. Gene Ontology Classification was shown in Fig. 7. KEGG Pathway Classification was shown in Fig. 8.

**Fig. 2:**
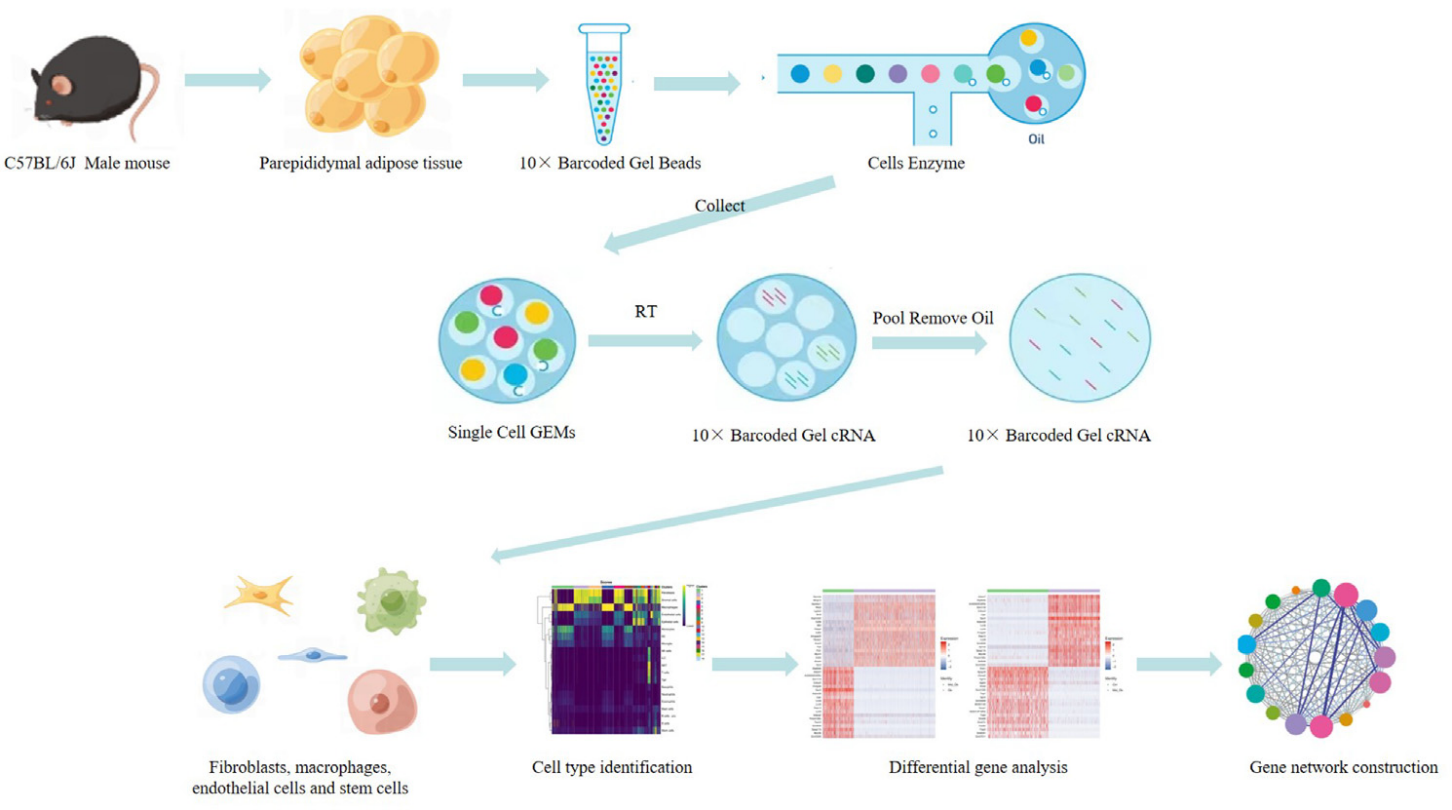
Schematic diagram of the main process of data acquisition.

**Fig. 3:**
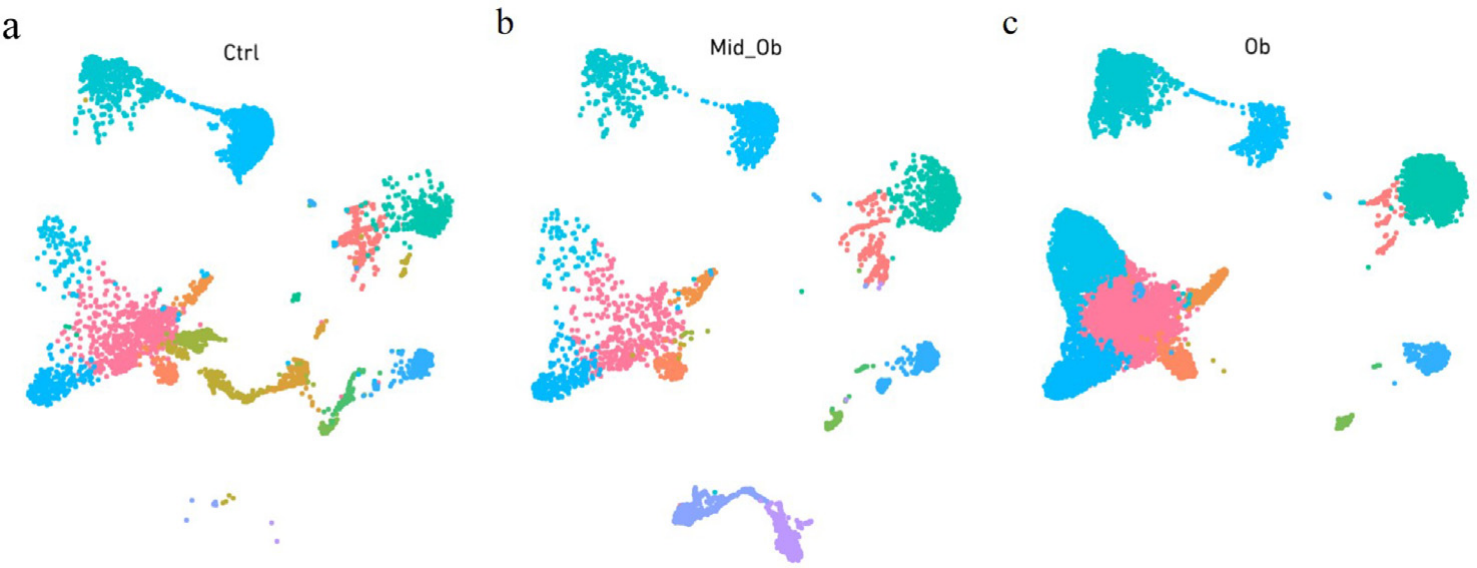
Adipose tissue is divided into 18 subgroups. a. Dataset GSM7502687 adipose tissue. b. Dataset GSM7502688 adipose tissue. c. Dataset GSM7502689 adipose tissue.

**Fig. 4:**
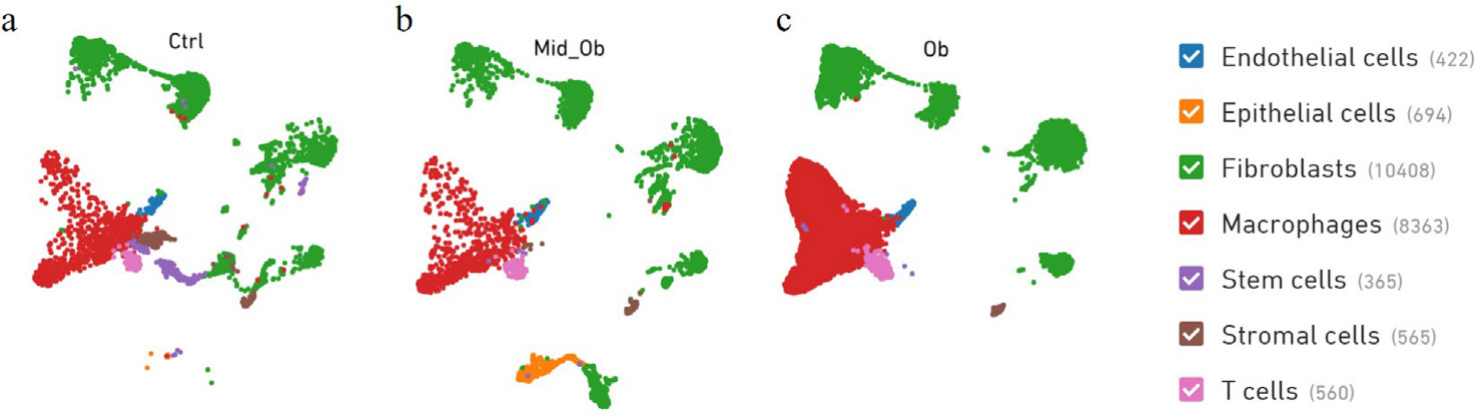
Adipose tissue was identified as seven cell types. Dataset GSM7502687 adipose tissue b. Dataset GSM7502688 adipose tissue c. Dataset GSM7502689 adipose tissue.

**Table 4:** Statistical table of differentially expressed genes.

Case	Control	Up_diff	Down_diff	Total_diff (*p<0.05, FC>1.5*)
Mid_Ob	Ctrl	317	390	707
Ob	Mid_Ob	373	449	822
Ob	Mid_Ob	467	679	1146

The horizontal coordinate is cell population, and the vertical coordinate is Marker gene. In the figure, red indicates high expression and blue indicates low expression (Fig. 5).

**Fig. 5:**
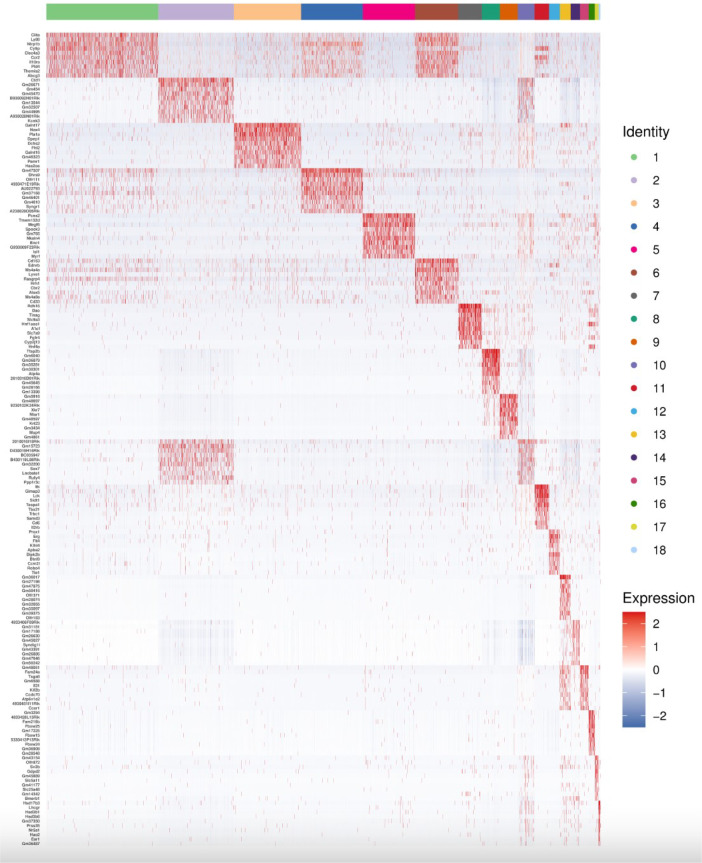
Heat map of Top10 Marker gene expression in each cell subgroup.

**Fig. 6:**
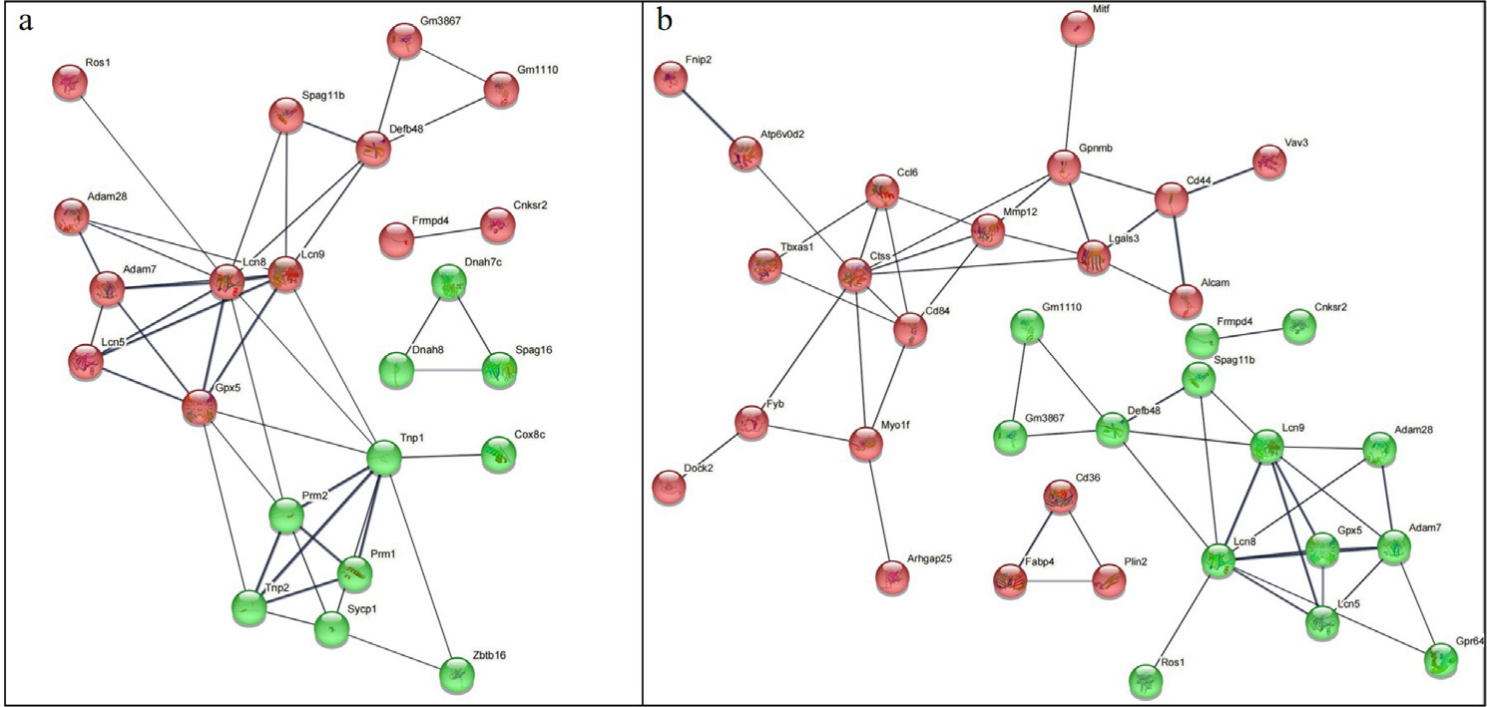
String_protein-protein-interaction (*p<0.05, FC>1.5*). a. sampleid_Mid_Ob-vs-Ctrl-diff string_protein-protein-interaction. b. sampleid_Ob-vs-Mid_Ob-diff string_protein-protein-interaction.

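The genes drawn in red and green in Fig. 6 are mostly of other organs in its part a, and of macrophages and the epididymis in its part b. The study chose them on these same libraries, so their direction is no independent evidence. In Mid_Ob over Ctrl, all 12 measured red genes of Fig. 6a were higher (median log2 ratio 7.78) and all 10 green genes lower (-6.40). Red were genes of the epididymal duct, such as the lipocalin Lcn5, higher by 441-fold (363 to 541), the defensin-like Spag11b, by 479.5-fold (360.5 to 653), and Ros1, a receptor kinase needed for its initial segment, by 123-fold (105 to 145). Frmpd4, a scaffold protein, had the smallest ratio of them, 23.9-fold (23.1 to 24.8). Green were mostly genes of sperm and meiosis. The protamine Prm1 was lower by 80.5-fold (69.5 to 93.7) and Sycp1 by 639-fold (429.6 to 998). The smallest ratio had Zbtb16, a transcription factor of spermatogonia and of fat cells, lower by 2.43-fold (2.40 to 2.46), with 40481 counts in Mid_Ob. In Ob over Mid_Ob, all 20 red genes of Fig. 6b were higher (2.28). The macrophage elastase Mmp12 was higher by 18.2-fold (17.3 to 19.3), Gpnmb by 10.8-fold (10.4 to 11.2), the galectin Lgals3 by 7.70-fold (7.47 to 7.95), the chemokine Ccl6 by 7.01-fold (6.66 to 7.38) and Fabp4, the fatty acid carrier of fat cells and macrophages, by 4.13-fold (4.09 to 4.18). All 12 measured green genes of Fig. 6b were lower (-13.19). Lcn5, with 47546 counts in Mid_Ob and 0 in Ob, was lower by 30671-fold with 3 counts put in place of 0 (lower limit 24942). Gpx5, a peroxidase secreted onto sperm, was lower by 26553-fold in the same way (lower limit 21593), and Frmpd4 by 192-fold (179 to 207). The label Gm3867 matched no symbol in the tables, nor did Gpr64, an older name of Adgrg2, which was lower by 14.9-fold (14.6 to 15.2) in Ob over Mid_Ob. On the mouse assembly GRCm38, Lcn5 lies on chromosome 2 at 25657952 to 25661977 and Gpnmb on chromosome 6 at 49036546 to 49070929.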

**Fig. 7:**
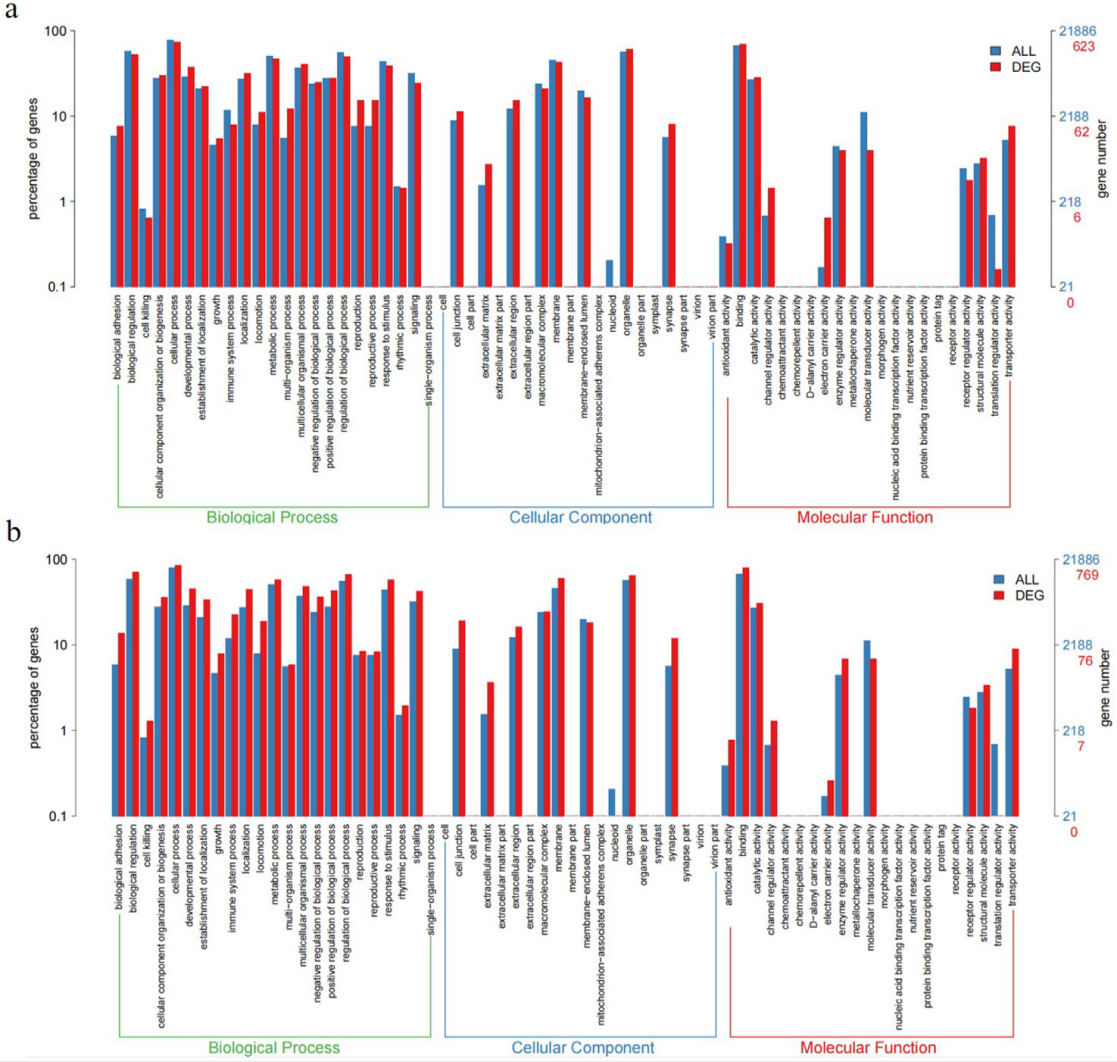
Gene Ontology Classification. a. Gene Ontology Classification (sampleid_Mid_Ob−vs−Ctrl). b. Gene Ontology Classification (sampleid_Ob−vs−Mid_Ob).

**Fig. 8:**
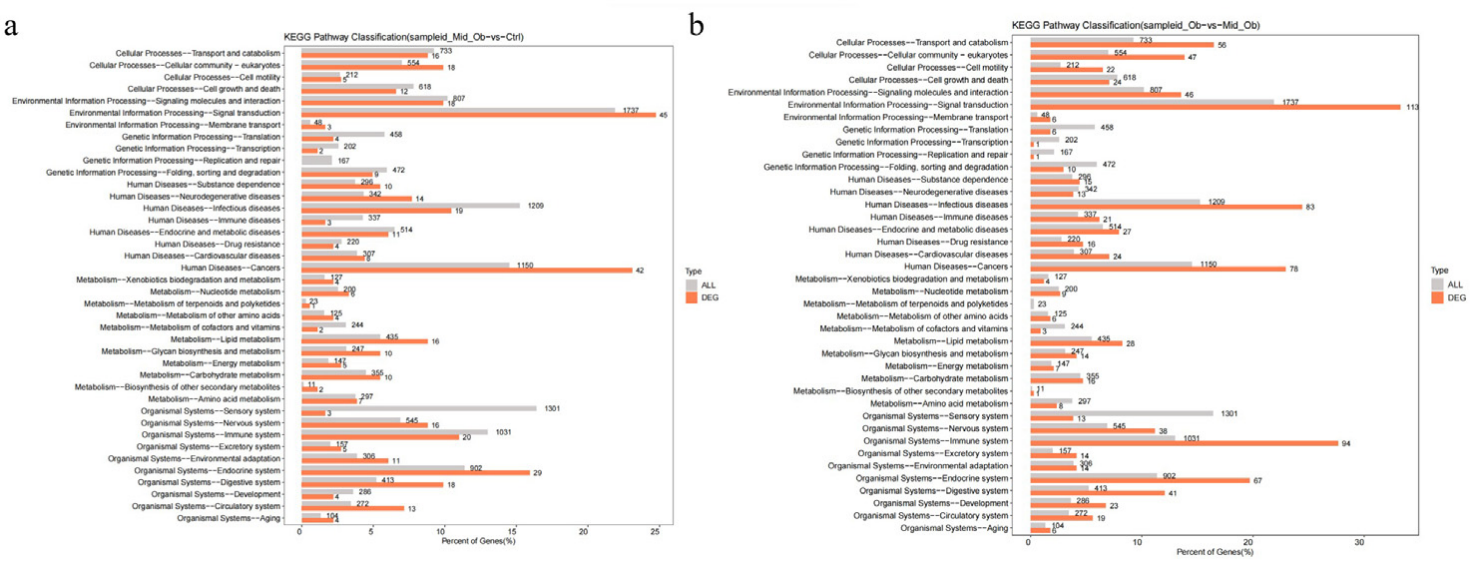
KEGG Pathway Classification. a. KEGG Pathway Classification (sampleid_Mid_Ob−vs−Ctrl). b. KEGG Pathway Classification (sampleid_Ob−vs−Mid_Ob).

## Limitations

Not applicable.

## Ethics Statement

The animals we selected were male C57BL/6J mice, All experiments were conducted in accordance with the National Institutes of Health Guidelines for the Care and Use of Experimental Animals (NIH Publication No. 8023, revised 1978). Approval for this study was provided by the Shandong Sport University Animal Ethics Committee (China).

## CRediT authorship contribution statement

**Zhimin Lu:** Conceptualization, Writing – original draft, Methodology, Software. **Ling Ding:** Data curation, Visualization, Investigation. **Xuewen Tian:** Supervision, Validation. **Qinglu Wang:** Writing – review & editing.

## Data Availability

Single cell sequencing reveals changes in the adipose tissue of the epididymis during the development of obesity in mice (Original data) (GEO).

How the deposited data were processed for this re-analysis (not part of the article)

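Epididymal fat of 8 male mice per stage was pooled into 1 library of nuclei for each of Ctrl, Mid_Ob and Ob, sequenced on the 10x Genomics platform. The authors processed the reads with Cell Ranger and its built-in STAR, whose versions, genome build and annotation are not given in the sources used here, and deposited 1 table per library with 3 columns for each cluster of nuclei. The signal column is the authors' deposited mean count, the UMIs of a gene summed over the nuclei of a cluster and divided by the summed size factor of these nuclei, each nucleus's UMI total over the median of its library. The log2 column is the authors' deposited log2 fold change of a cluster over the other nuclei of the same library. The p-value column is the authors' deposited adjusted p-value of that contrast, which takes nuclei as replicates and was not used here. The log2 values were used only to describe clusters.

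Whole counts were recovered from the smallest step between the mean counts of a cluster, which is 1 count over the summed size factor. Of all recovered values 100% were whole within 0.001 counts, and the deposited log2 values followed from the recovered counts. The tables list 28930 genes in Ctrl, 26353 in Mid_Ob and 26350 in Ob. The smallest and largest clusters held 461585 and 13622520 UMIs in Ctrl, 468501 and 27025541 in Mid_Ob and 334383 and 36391957 in Ob. Of 29625 gene identifiers, 29565 (99.8%) matched the GENCODE M21 annotation of GRCm38, which was used for symbols and coordinates only. The recovery and the intervals were tested on simulated data of 29625 genes, where 100% of counts came back exactly and the 95% intervals held the simulated ratio for 95.2% of 22220, 95.3% of 19799 and 95.6% of 22255 genes with at least 50 counts in the 3 comparisons.

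Mid_Ob was compared with Ctrl, Ob with Mid_Ob and Ob with Ctrl, at the level of whole libraries and within macrophage-like, adipocyte-like and mesothelial-like clusters. The fibroblast or progenitor-like class was compared for Ob and Mid_Ob alone, since Ctrl had none. The leading genes of this class mostly differed between Ob and Mid_Ob. With 1 library per stage no test between stages, error between mice or count of changed genes over the genome is given. Ratios of CPM have conditional binomial intervals and shares have exact binomial intervals. Against a count of 0 the fold was computed with 3 counts in place of 0, and its interval has a lower limit only. For lists, the median log2 ratio was ranked among 10000 random lists of the same size, drawn from 20 bins of mean expression. Genes named in the text are those drawn in Fig. 6, whose colours had been seen, the 10 highest and 10 lowest ratios of a library comparison (8 and 8 within a class) among genes with at least 200 counts in the pair, and the 4 most abundant members of each list with any member over 1.5-fold. Genes without a proper symbol and mitochondrial genes were left out of the highest and lowest. Il1b and S100a9, list members within 1.5-fold in a comparison, were picked after their values had been seen, and the text takes examples from the genes of this rule, not all of them. Clusters were named from marker genes and from their 10 leading genes with a mean count of at least 0.5.

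The alternatives set beforehand were other denominators of the shares, the median of gene ratios as the scaling, equal weight for every cluster, minimums of 10 and 500 counts, and leaving out testis and epididymis clusters, unnamed clusters, mitochondrial genes or each cluster of a class in turn. Setting cluster 5 of Ob apart and leaving out list genes drawn in Fig. 6 were added after the data were seen. The calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Raw reads, per-nucleus counts and the study's own cell type labels were not used here. Numbers of nuclei cannot be derived from the tables, and Figs. 7 and 8 were not analysed here.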

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

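The tests in this part were chosen only after the results were seen, as were their limits. The shares below are listed because no label of Fig. 4 names these classes and they lie above the at most 5.56e-06% of UMIs that a count of 0 allows, which holds for any named cluster and supports nothing further. Fig. 4 labels endothelial, epithelial, stem, stromal and T cells, fibroblasts and macrophages, and which of the clusters here these labels cover was not analysed here. Testis clusters (germ cell-like and somatic-like) held 41.7% of UMIs in Ctrl, and epididymal epithelium-like clusters held 5.32% in Ctrl and 30.3% in Mid_Ob. In Ob no cluster carried either name, and the tissue of its unnamed cluster 17 was not tested. Adipocyte-like clusters held 25.2% in Ctrl, 46.9% in Mid_Ob and 55.4% in Ob, and mesothelial-like clusters 10.4%, 4.05% and 2.48%. These differences between stages were not tested.

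In clusters 2 and 3 of Mid_Ob, 15 and 14 of 17 epididymal markers lay over 2-fold. Whether the epididymal epithelium genes in Mid_Ob come from nuclei of the epididymis in the pooled sample stays open. The clusters that carry them held adipocyte markers at 8.96% of the level in the adipocyte-like cluster, but naming clusters by their markers fixes that outcome, so it decides nothing. Free RNA from these clusters could be the source of the same genes in adipose clusters, since 100% of 17 markers lay within 2-fold of the median ratio to their epididymal level (14.8%). Gpx5 came close to that limit, at 1.97 times the median. Doublets would keep these ratios too, and were not separated. With 1 library per stage, the stage of obesity and the dissection of this pool cannot be told apart as reasons for the difference to the other libraries.

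Testis genes in Ctrl marked whole clusters. In cluster 6, 17 of 17 testis somatic markers lay over 2-fold. In clusters 7, 12, 13 and 14, 13 to 21 of 25 germ cell markers did. Whether these genes come from nuclei of the testis in that pool was not tested by a measure independent of the naming, and stays open too. The germ cell-like and testis somatic-like clusters held adipocyte markers at 16.9% of the adipocyte-like level, an outcome again fixed by the naming. The stage (1 library) and the dissection cannot be told apart here either.

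Macrophage transcripts in cluster 5 of Ob stood 4.63 times above clusters 4 and 7, the other adipocyte-like clusters. Free RNA as the whole cause would likely lift other classes about as much, but the highest ratio among their marker lists was 2.20 (T cells), under the limit of 2.32 by a narrow margin, so a part from free RNA stays open. Macrophage nuclei or doublets are a candidate explanation, since the excess of 14 macrophage markers followed their level in macrophage-like clusters with a correlation of 0.985. Free RNA of macrophages would keep these proportions too, and nuclei and doublets were not separated. No biological explanation was tested for this cluster.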

How the results depend on the processing

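Over all alternatives, 18 of 21 values of class shares and 55 of 358 counts of list genes moved beyond their limit. Of 11001 log2 ratios of named genes, 2590 moved beyond their counting interval and 76 reversed. The 12 genes of fatty acid and triglyceride synthesis lower in Ob over Mid_Ob in adipocyte-like clusters kept to within 1.5 times their count under every alternative tried. So did the 14 lipid-associated macrophage genes higher in Ob over Mid_Ob in macrophage-like clusters, except without the genes drawn in Fig. 6. A share of summed size factors is identical to the share of UMIs by construction. No paired analysis was possible because the mice of each stage were pooled and the stages share none. Genes with few counts have wide intervals, above all chemokines within a class. Where results moved, the cause was not tested. Values in parentheses are log2 ratios as reported and then under the alternative.

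Without testis and epididymis clusters, macrophage-like shares were 16.7% (Ctrl) and 8.82% (Mid_Ob) and adipocyte-like shares 47.6% and 67.2%. At the library level, lipid-associated macrophage genes then counted 0 higher and 9 lower in Mid_Ob over Ctrl, synthesis genes of fatty acids and triglycerides 1 lower there and 1 higher and 8 lower in Ob over Ctrl, and spermatid genes 0 higher in Ob over Mid_Ob. Reversed in Ob over Ctrl was F13a1 (0.68 to -0.030). Transcripts of testis and epididymis remained in the other clusters. All 17 epididymal markers were still higher and all 15 spermatid markers still lower in Mid_Ob over Ctrl. Without unnamed clusters, macrophage-like shares were 9.55%, 6.53% and 22.6% in Ctrl, Mid_Ob and Ob, adipocyte-like shares 27.2%, 49.8% and 63.8%, and testis and epididymis together 50.7% in Ctrl and 32.1% in Mid_Ob. Without mitochondrial genes, the macrophage-like share of Ob was 19.6%, adipocyte-like shares were 25.3%, 46.9% and 55.5%, and the epididymal share of Mid_Ob was 30.3%. Cluster 5 of Ob set apart, chosen after seeing the data, left an adipocyte-like share of 22.8%, with the UMIs of cluster 5 kept in the total.

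Leaving out list genes drawn in Fig. 6, also chosen after seeing the data, shortens the lists, to 7 lipid-associated macrophage, 10 epididymal and 11 spermatid genes. At the library level, 2 lipid-associated genes were then lower in Mid_Ob over Ctrl, 6 higher in Ob over Mid_Ob and 6 higher in Ob over Ctrl. In macrophage-like clusters these counts were 2, 6 and 3. Epididymal genes counted 10 higher in Mid_Ob over Ctrl, 10 lower in Ob over Mid_Ob and 3 lower in Ob over Ctrl, and 2 spermatid genes were lower in Ob over Mid_Ob.

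With the median of gene ratios as the scaling, 5 lipid-associated macrophage genes were higher and 1 synthesis gene lower in Mid_Ob over Ctrl, and 4 synthesis genes were higher and 2 lower in Ob over Ctrl. With every cluster weighted equally, at the library level 1 synthesis gene was higher and 0 spermatid genes were higher in Ob over Mid_Ob. Reversed were Me1 (0.68 to -0.065) in Mid_Ob over Ctrl and Fbn1 (0.65 to -0.091) in Ob over Mid_Ob. In macrophage-like clusters, equal weights left 1 resident macrophage gene lower in Ob over Mid_Ob and 2 in Ob over Ctrl, and 5 lipid-associated genes higher in Ob over Ctrl. Reversed were Cd163 (-0.86 to 0.041), Cd209f (-0.96 to 0.023) and Lyve1 (-0.83 to 0.16) in Ob over Mid_Ob and F13a1 (-0.90 to 0.015) and Gpnmb (0.70 to -0.035) in Ob over Ctrl, and F13a1 (0.66 to -0.013) in adipocyte-like clusters. At 500 counts or more, 0 spermatid genes were higher and 1 lower in Ob over Mid_Ob, 2 epididymal genes were lower in Ob over Ctrl, and in adipocyte-like clusters 1, 8 and 8 cytokines and chemokines were higher in Mid_Ob over Ctrl, Ob over Mid_Ob and Ob over Ctrl. At 10 counts or more, 11 spermatid genes were lower in Ob over Mid_Ob, and 2 adipocyte-like cytokines or chemokines were lower in Mid_Ob over Ctrl and 2 in Ob over Ctrl.

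Among macrophage-like clusters, without cluster 11 of Ctrl the lipid-associated genes counted 1 higher and 2 lower and the resident genes 4 higher in Mid_Ob over Ctrl. In Ob over Ctrl 15 lipid-associated genes were higher, 1 resident gene was higher and 3 were lower. Reversed were Fos (-0.63 to 0.56), Il1b (0.68 to -0.044), Itgax (-0.82 to 0.23), Lep (0.66 to -0.032) and Trem2 (-0.66 to 0.018) in Mid_Ob over Ctrl and Lep (0.64 to -0.053) and Lox (0.62 to -0.11) in Ob over Ctrl. Without cluster 9 of Ctrl, 10 lipid-associated and 4 resident genes were lower in Mid_Ob over Ctrl, while in Ob over Ctrl 5 lipid-associated genes were higher, 1 was lower and 11 resident genes were lower. Reversed in Mid_Ob over Ctrl were Acaca (-0.69 to 0.44), Adrb3 (-0.91 to 1.29), Col4a2 (-1.03 to 0.50), Col5a2 (-1.01 to 0.46), Fbn1 (-0.65 to 0.80), Foxo1 (-0.62 to 0.41), Gpam (-0.75 to 0.41), Irs1 (-0.99 to 0.49) and Mlxipl (-1.01 to 1.04). Reversed in Ob over Ctrl were Col5a1 (-0.69 to 1.08), Dgat1 (-0.62 to 0.10), Fbn1 (-0.89 to 0.56), Irs1 (-1.10 to 0.38), Lipe (-0.76 to 0.16), Me1 (-1.94 to 0.48), Mmp14 (-1.65 to 0.33), Nrg4 (-1.04 to 0.32) and Thrsp (-0.69 to 0.44). Without cluster 2 of Ob, 3 resident genes were lower in Ob over Mid_Ob, and in Ob over Ctrl 5 lipid-associated genes were higher, 2 were lower and 3 resident genes were lower, with Gpnmb (0.70 to -0.40) reversed.

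Among adipocyte-like clusters, without cluster 5 of Ob 9 cytokines and chemokines were higher and 1 lower in Ob over Mid_Ob, and 10 were higher in Ob over Ctrl, where 2 synthesis genes were higher. Reversed in Ob over Mid_Ob were Cd163 (1.17 to -1.25), Cd209f (0.74 to -0.93), F13a1 (1.06 to -1.57), Fn1 (0.94 to -0.23), Hexa (0.84 to -0.072), Lyve1 (0.96 to -0.73), Mrc1 (1.25 to -1.23), Nlrp3 (1.44 to -0.43), Stab1 (1.21 to -1.10) and Vsig4 (0.71 to -1.25). Reversed in Ob over Ctrl were Apaf1 (0.65 to -0.099), Atp6v0d2 (1.74 to -1.05), Atp6v1a (0.72 to -0.12), Cbr2 (0.93 to -0.48), Cd163 (0.63 to -1.80), Cd209f (1.58 to -0.093), Ctsk (0.63 to -0.89), Ctss (1.92 to -0.23), F13a1 (0.66 to -1.97), Fn1 (0.66 to -0.51), Gpnmb (1.51 to -1.10), Hexa (0.70 to -0.22), Lipa (1.31 to -0.020), Lyve1 (0.59 to -1.09), Mitf (0.96 to -0.17), Mmp12 (0.87 to -1.30), Mrc1 (1.17 to -1.30) and Vsig4 (0.67 to -1.30). Without cluster 4 of Ob, 0 synthesis genes were higher and 0 cytokines or chemokines lower in Ob over Ctrl. Without mesothelial-like cluster 3 of Ctrl, Atp6v0d2 (0.63 to -0.058) reversed in Mid_Ob over Ctrl and Ctsk (0.80 to -0.15) and Trem2 (0.63 to -0.014) in Ob over Ctrl. For fibroblast or progenitor-like clusters in Ob over Mid_Ob, Adm (0.91 to -0.11), Col4a2 (0.69 to -0.043), Cxcl2 (-0.69 to 0.17), Lox (0.86 to -0.094) and Timp1 (0.91 to -0.28) reversed without cluster 8 of Ob, and Atp6v1c1 (0.86 to -0.19), Bcl2l11 (0.66 to -0.62), F13a1 (2.17 to -1.14), Mrc1 (2.43 to -0.088) and Stab1 (1.07 to -1.13) without cluster 19.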

Differences from the paper's values

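Table 2 of the paper gives an average mitochondrial UMI ratio per cell of 0.030 to 0.050, the paper's values, while the recovered counts give 0.00220 in Ctrl, the lowest library, and 0.00472 in Ob, the highest. The paper's text gives 0.0030 to 0.0050 for the same measure. The paper averages over cells after its filters, and the values here are over all UMIs of a library. None of the alternatives set before the data were examined applies to this measure.

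The paper says of Fig. 4 that fibroblasts and macrophages hold a large proportion. By share of UMIs, fibroblast or progenitor-like clusters held 0% in Ctrl, 2.67% in Mid_Ob and 7.97% in Ob, and macrophage-like clusters 8.85%, 6.15% and 19.6%, with adipocyte-like clusters at 25.2%, 46.9% and 55.4%. The 0% comes from the naming, since unnamed cluster 4 of Ctrl, with 5.16% of UMIs, had 14 of 14 fibroblast markers over 2-fold. Fig. 4 counts nuclei and the values here count UMIs, and the cluster names here are rebuilt, so no direction is given for the difference. Among adipose classes by UMIs, macrophage-like clusters came second in Mid_Ob and Ob.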

Other observations

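Neurons and neutrophils, which the paper names among cells of interest, had no cluster of their own. Of the neuron markers, 2 of 7 were higher and 5 lower in Mid_Ob over Ctrl (median log2 ratio -1.80, above 11.0% of random lists), 2 of 8 higher and 2 lower in Ob over Mid_Ob (-0.48, above 41.2%) and 2 of 8 higher and 6 lower in Ob over Ctrl (-1.98, above 29.2%). The list summed to 3859, 1702 and 1492 UMIs in Ctrl, Mid_Ob and Ob, and 32.2% of the Ctrl sum lay in germ cell-like clusters. Of 6 neutrophil markers 2 were higher and 1 lower in Mid_Ob over Ctrl (0.46, above 95.8%), 2 and 1 in Ob over Mid_Ob (0.13, above 80.8%) and 3 and 2 in Ob over Ctrl (0.58, above 98.95%). S100a8, a calcium-binding protein of neutrophils, was higher by 31.4-fold (18.3 to 59.2) in Ob over Ctrl, and its partner S100a9 had a ratio of 1.40 (0.883 to 2.27). Of 12 apoptosis genes 7 were higher in Ob over Ctrl (0.74, above 99.86%), with Bax, which opens mitochondria in cell death, at 2.95-fold (2.74 to 3.17). Without the testis and epididymis clusters, neuron markers counted 1 higher and 5 lower in Mid_Ob over Ctrl (-1.43) and 1 and 6 in Ob over Ctrl (-1.59), neutrophil markers 1 and 1 of 3 in Mid_Ob over Ctrl (-0.12) and 1 and 2 of 6 in Ob over Ctrl (0.40), and 4 apoptosis genes were higher in Ob over Ctrl (0.38).

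In Ob over Mid_Ob, pericyte and smooth muscle markers were lower for 5 of 10 with 1 higher (-0.60, above 8.15%), with Notch3, a receptor of mural cells, lower by 2.10-fold (1.97 to 2.24), and endothelial markers lower for 7 of 12 (-0.75, above 1.22%), with Cdh5, the junction protein of vessels, lower by 2.10-fold (1.89 to 2.33). Without the testis and epididymis clusters 4 and 10 were lower (-0.47 and -1.16). Erythroid genes were higher for 4 of 5 (4.10), also without these clusters (3.78). In Ob over Ctrl, T cell markers were higher for 7 of 13 and lower for 0 (0.71, above 99.96%), B cell markers higher for 1 of 9 and lower for 6 (-1.38, above 9.56%), mast cell markers higher for 4 of 6 and lower for 2 (1.29, above 99.92%), dendritic markers higher for 4 of 8 and lower for 1 (0.48, above 98.3%), and NK markers higher for 1 of 8 (0.10, above 96.2%). Without these clusters the counts higher and lower were 4 and 0 for T (0.27), 0 and 7 for B (-1.77), 4 and 2 for mast (1.08), 3 and 0 for dendritic (0.51) and 1 and 3 for NK markers (-0.32). All 10 cycling genes were higher in Ob over Mid_Ob (1.54, above all), with Top2a at 2.97-fold (2.77 to 3.19), and without these clusters too (1.55). In Mid_Ob over Ctrl 8 were lower (-1.97) and in Ob over Ctrl 1 was higher and 4 lower (-0.23), but without these clusters 7 were lower and 1 higher (-0.67) and 8 higher and 0 lower (0.88, above 99.98%), so the direction in Ob over Ctrl turned. In Ctrl 9 of these genes stood over 2-fold in germ cell-like cluster 13.

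In mesothelial-like clusters, matrix genes were higher for 12 of 22 in Ob over Ctrl (0.66, above all). Immediate early and heat shock genes, which also respond to tissue handling, rose more there, for 7 of 10 with 0 lower (2.04, above all). Lysosome genes in mesothelial-like clusters were lower for 9 of 21 in Mid_Ob over Ctrl (-0.51, below all). In fibroblast or progenitor-like clusters, lipid droplet genes were higher for 8 of 12 in Ob over Mid_Ob (0.94). The same list was higher for 7 of 12 in macrophage-like (0.72), 6 of 12 in mesothelial-like (0.65) and 4 of 12 in adipocyte-like clusters (0.32). Immediate early and heat shock genes rose in fibroblast or progenitor-like clusters for 7 of 10 with 0 lower (1.63, above all). In Ob over Mid_Ob, lipid-associated macrophage genes were higher in fibroblast or progenitor-like clusters for 13 of 14 and in mesothelial-like clusters for 12 of 13. Among those not drawn in Fig. 6 they were higher for 5 of 6 and 4 of 5. Resident macrophage genes were higher there too, for 9 of 10 (1.63) and 5 of 5 (1.82). In fibroblast or progenitor-like clusters F13a1, Mrc1 and Stab1 reversed without cluster 19 of Ob. Macrophage RNA in these classes was not separated from their own.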
